A study of Mus musculus with 34 samples. Its data were reported in "Detailed Analysis of the Genetic and Epigenetic Signatures of iPSC-Derived Mesodiencephalic Dopaminergic Neurons" (2014).

How the data were processed

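The series held 34 mouse whole genome Agilent arrays, 2 for each of 17 samples. On 1 array the sample was in the Cy5 channel and on the other in the Cy3 channel, each time against the same adult midbrain reference RNA. Primary mdDA neurons, sorted by Pitx3-driven GFP, came from E12.5, E13.5, E14.5 and E15.5 (n = 3 each) and from P0 (n = 2). The 3 samples labelled EH5 were taken as the iPSC-derived DA neurons. The labels do not say this. It rests on the title of the series, on the study's text and on the remaining groups all being embryonic or newborn stages. A letter F in some labels stayed unexplained. Of the groups only P0 departs from the triplicate arrays that the study's text describes. The study's text calls the replicates biological and gives more of them per stage for tissue RNA than for arrays. The labels do not tell whether replicates of a group were separate litters or separate cultures, so p-values measure the spread between these samples.

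The authors extracted mean spot intensities with ImaGene, normalized them by print-tip loess and tested with a permutation F2 statistic. Genes changed at least 2-fold were their input to an ontology analysis. The deposited raw intensity files held the spot and local background intensity of both channels on a linear scale, and the deposited normalized files held linear intensity per channel. The deposited value table was the log2 ratio of sample over reference computed from the normalized files, with dye-swapped arrays already turned and without centring per gene. Its values differed from that ratio by at most 5.0e-06, and its column medians lay between -0.0159 and 0.0457. Nothing about its direction, scale or centring stayed unknown.

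Values in the report were computed again from the raw spot and background intensities. Background was corrected with the normexp method (offset 50), followed by a loess curve within each array and no scaling between arrays. Dye-swapped arrays were turned to sample over reference, and the 2 arrays of each sample were averaged to 1 log2 ratio, so that n counts samples. Each array carried 45220 spots, of which 41174 were gene probes and 4046 were control or quality spots. Of the gene probes 34186 carried a single gene symbol and 6988 had no symbol that the gene table could place. Of the named probes 30365 had a current symbol, 3726 were updated through a synonym and 95 kept an unknown symbol, for 18295 symbols in total. A probe was kept if the sample channel lay above the local background mean plus 2 background SD on both arrays of every sample of at least 1 group. This left 26685 probes and 16453 genes. For the 8946 genes with several probes the probe with the highest mean intensity over all arrays was used, a choice made without regard to group. A gene not above background in 1 of the compared groups was given a lower bound of its fold change, computed from the mean sample channels after loess and Aquantile scaling, with each value of the undetected group raised to at least the lowest signal above background on its array. Where the fitted fold was smaller, it was given as the bound instead. Bounds from the sample channel and fitted differences from ratios rest on different values.

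All 6 groups were fitted together with limma 3.58.1 in R 4.3.3 with empirical Bayes variances, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called when its adjusted p was under 0.05 and its change at least 2-fold. Differences are log2 with the SE of the fit, group means are log2 sample over reference with SD. The comparisons were EH5 against each primary stage, E15.5 against E12.5 and P0 against E15.5. EH5 against E14.5 was set as the leading comparison before the files were opened. Gene lists were tested with camera from limma, against all other tested genes, with the preset correlation of 0.01 between genes and again with the correlation estimated from the residuals. List p-values were adjusted over the 28 lists of a comparison. The text files were read with data.table version 1.17.8 and plots drawn with matplotlib 3.10.9.

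The 28 lists, fixed before the files were opened and holding 565 genes in total, were mdDA transcription factors, dopamine synthesis, transport and mdDA neuron function, serotonergic and noradrenergic neurons, GABAergic neurons, glutamatergic and cholinergic neurons, neuron differentiation, axon guidance, ion channels, synaptic vesicle and synapse, pluripotency, skeletal muscle, fibroblast and mesenchyme, lens, neural progenitors, radial glia and floor plate, astrocytes, oligodendrocytes, microglia and myeloid cells, endothelium and pericytes, erythroid cells, cell cycle, regional patterning outside the midbrain, DNA methylation and demethylation, immediate early and stress genes, hypoxia and glycolysis, cholesterol synthesis, interferon response, imprinted genes and sex chromosome genes. The mdDA, pluripotency and DNA methylation lists include genes that the study's text names, so they were partly chosen on these samples. The skeletal muscle (Des), progenitor (Sox9) and imprinted (Dlk1) lists also hold such genes. Neuron differentiation, axon guidance, ion channels and fibroblast markers are themes that the study's text reports for these samples. Tests of these lists are thus not independent of the study. Genes are named in the report by 3 rules. The first covers 23 genes fixed beforehand, all of which were tested. The second covers the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, in EH5 against E14.5, E15.5 against E12.5 and P0 against E15.5. The third covers up to 4 changed members of each list. Other probes of a called gene often gave less. In EH5 against E14.5, 1038 called genes had other tested probes, of which 232 had another probe called in the same direction, 398 had one of opposite sign and 123 had one of opposite sign that itself passed the adjusted p. In E15.5 against E12.5 these counts were 175, 24, 56 and 1, and in P0 against E15.5 they were 492, 104, 139 and 15. Named called genes of EH5 against E14.5 with a passing probe of opposite sign were Gria1, Kcnd2, Col6a3, Vim and Slc1a2. Those with an opposite probe that did not pass were Tcf7l2, Elavl2, Gad2, Plxna4, Gfap, Gpr17, Tet2 and Plagl1. In E15.5 against E12.5 they were Kdm7a, Kcnd2, Gria1 and Nlgn1, and in P0 against E15.5 Sox9, Pdgfra, Slc4a4, Cxcr4, Gfap, Srebf2 and Plagl1.

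Alternatives tried were the authors' deposited normalized values, no background correction, median centring of each array, a filter asking for signal above background in every sample, the mean of all probes of a gene, every probe counted singly, the sample channel alone after loess and Aquantile scaling, adjusted p without the 2-fold limit, a fit of the 2 compared groups only, all 34 arrays with a dye term, the F2 statistic, only the arrays of 1 dye orientation, no filter on dim probes, a trended and robust prior, the embryonic array series alone, the 2-fold limit without a test, a replicate block, and leaving out each sample in turn. Chosen after seeing the data were the use of dim control spots as background and as filter, leaving out the weak arrays and the correlation over every tested probe. Print-tip loess was not run again. The pipeline was tested on simulated data with the per-gene spread of the real samples, no group effects and 200 changed genes. In EH5 against E14.5 it called 93.9, 98.5 and 100 percent of the genes shifted by 1.5, 2 and 3, with 0 of the wrong sign. A list of 32 genes shifted by 0.6 was called in all comparisons, and 1 list was called without a shift, in EH5 against E12.5. Genes were simulated independently of each other, while correlations estimated within the real lists reached 0.635 (astrocytes). The simulation therefore cannot tell how often real lists are called falsely. No sample was left out of the main values.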

Results

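Expression profiles of iPSC-derived DA neurons (EH5, n = 3) and of primary mdDA neurons at E12.5, E13.5, E14.5, E15.5 (n = 3 each) and P0 (n = 2) were compared over 16453 genes. The share of probes above background on both arrays of a sample ran from 38.9 percent (replicate 3 of E12.5) to 85.4 percent (replicate 3 of E15.5). The correlation between the 2 dye orientations of a sample ran from 0.93 to 0.979. The EH5 arrays and the P0 arrays each lay in a series of array numbers of their own, so array series and group cannot be told apart for comparisons with them. The embryonic arrays shared 1 series. Values are log2 sample over reference as mean ± SD, and differences are log2 ± SE from the limma fit with adjusted p over all genes. The study's text calls its replicates biological, but the labels do not tell how they were prepared, and p-values measure the spread between these samples.

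Across all genes, the mean EH5 expression profile correlated with the mean of E12.5 at r = 0.687, with E13.5 at 0.640, with E14.5 at 0.644, with E15.5 at 0.650 and with P0 at 0.585. The stage with the highest r was thus E12.5, a stage other than the one the study's text names. Single primary samples correlated with the EH5 mean at 0.675 ± 0.0133 (E12.5), 0.627 ± 0.0148 (E13.5), 0.637 ± 0.0309 (E14.5), 0.631 ± 0.0186 (E15.5) and 0.577 ± 0.00655 (P0). The P0 samples lay -0.0661 from the embryonic mean of 0.643 ± 0.0264 (exact permutation p = 0.011 over 91 splits, two-sided). That is the lowest p these splits can give. The test treats the 12 embryonic samples as exchangeable, although they come from different stages. Over the 12 embryonic samples r did not pass a test for a trend with embryonic day (Pearson -0.536, permutation p = 0.0749, Spearman -0.518, permutation p = 0.0937), and Pearson r without the 2 farthest samples ran from -0.642 to -0.2. Between embryonic stages r ran from 0.921 (E12.5 and E15.5) to 0.983 (E13.5 and E14.5). P0 correlated with E12.5 at 0.721, with E13.5 at 0.687, with E14.5 at 0.701 and with E15.5 at 0.797. Within the ion channel list r with EH5 was 0.906 at E12.5 and 0.544 at P0. Among mdDA transcription factors it was 0.868 (E12.5), 0.874 (E13.5), 0.888 (E14.5), 0.899 (E15.5) and 0.653 (P0), and in the neuron differentiation list 0.964 at the highest stage and 0.91 at the lowest. E12.5 kept the highest r under every scaling, but P0 did not keep the lowest. With the sample channel alone r was 0.909 at E12.5, 0.893 at E13.5, 0.8915 at E14.5 and 0.901 at P0, and after median centring it was 0.721, 0.642, 0.596 and 0.649.

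**Figure D1:**
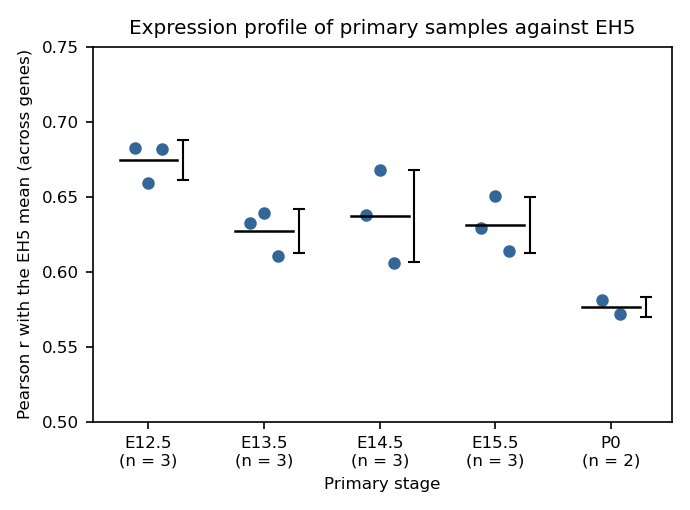
Pearson r across genes (vertical axis, no unit) of each primary sample with the mean EH5 profile, by primary stage; points are samples, horizontal lines means and bars SD. The mean was highest at E12.5 (0.675) and lowest at P0 (0.577, n = 2), an order of P0 that median centring and the sample channel alone did not keep.

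Skeletal muscle genes stood far higher in the sorted EH5 samples than in primary E14.5 neurons. The largest rise among genes without overlap was in the myosin light chain gene Myl1 (7.18 ± 0.12, n = 3 and 3, adjusted p = 9.1e-14, but 0.87 by another probe), followed by Itm2a (6.96 ± 0.22, 2.5e-11), Tnnt1 (6.40 ± 0.26, 3.5e-10), the growth factor gene Igf2 (6.27 ± 0.30, 2.3e-09) and Myh3 (6.01 ± 0.25, 6.1e-10). Mylpf (5.60 ± 0.12, above background on 2 of 6 E14.5 arrays, so its size is uncertain), Spp1 (5.54 ± 0.32), Slpi (5.43 ± 0.11) and Cd9 (5.29 ± 0.27, but 0.20 by another probe) were also higher. By its brightest probe Tnnt2 was not above background at E14.5 and was at least 36.6-fold higher in EH5. Of 23 tested skeletal muscle genes 17 were called higher and 0 lower (median 3.15, camera adjusted p = 1.2e-17). With an estimated correlation the list kept an adjusted p = 0.000626. Des rose by less than 2-fold (0.57 ± 0.07, adjusted p = 1.1e-05).

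Of 28 fibroblast and mesenchyme genes 17 were called higher and 0 lower (median 1.42, adjusted p = 4.2e-08, adjusted p = 0.036 with an estimated correlation), among them Lum (3.65 ± 0.21, 2.0e-08), Acta2 (3.56 ± 0.12, 4.6e-11, with 0.17 to 3.30 by 3 other probes) and Sparc (3.44 ± 0.36, 4.7e-06, but 0.77 by another probe). In the hypoxia and glycolysis list 12 of 17 were called higher and 1 lower (median 1.54, adjusted p = 0.000455, adjusted p = 0.245 with an estimated correlation), led by P4ha2 (3.81 ± 0.22), Egln3 (3.53 ± 0.22), Ldha (3.49 ± 0.23) and Hk2 (3.19 ± 0.34). In the astrocyte list 6 of 10 were called higher and 1 lower (median 1.39, adjusted p = 0.0244, adjusted p = 0.543 with an estimated correlation), with Gja1 at 4.31 ± 0.51 (above background on 3 of 6 E14.5 arrays), Gfap at 3.03 ± 0.55 (1 of 6, with -0.09 to 0.61 by 2 other probes) and Agt at 2.43 ± 0.33. Slc1a2 was lower by its brightest probe (-2.23 ± 0.31), while its 3 other probes gave 0.14 to 0.97. The astrocyte list lost its call without replicate 6 of EH5 (adjusted p = 0.0508) and with the authors' values. Of 16 microglia and myeloid genes 3 were called higher and 0 lower (median 0.37, -0.00585 where signal above background was asked of every sample, adjusted p = 0.0337, adjusted p = 0.573 with an estimated correlation). That list lost its call without replicate 1 of E14.5 (0.0742), without replicate 6 of EH5 (0.073) and with the authors' values. P2ry12 was higher by ratio (1.82 ± 0.26) but above background on only 1 of 6 EH5 arrays and 4 of 6 E14.5 arrays, and Itgam, not above background at E14.5, was at least 2.18-fold higher.

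Of 18 imprinted genes 6 were called higher and 0 lower (median 0.56, but -0.04 after median centring, adjusted p = 0.0229, adjusted p = 0.246 with an estimated correlation). H19 was higher by 3.01 ± 0.09 (8.3e-12), Mest by 2.42 ± 0.17 and Plagl1 by 2.14 ± 0.21 (-0.01 by another probe). Without replicate 2 of EH5 the imprinted list had an adjusted p = 0.0519. Of 23 cell cycle genes 3 were called higher and 0 lower (median 0.39, adjusted p = 0.0158, adjusted p = 0.467 with an estimated correlation), with Birc5 at 1.86 ± 0.27 and Mcm3 at 1.70 ± 0.24 (0.09 by another probe). Egr1 (2.99 ± 0.23, 2.6e-07) and Egr2 (2.21 ± 0.27) were higher, as were Gadd45a (2.76 ± 0.20), Gadd45b (2.46 ± 0.27, but 0.76 by another probe) and Gadd45g (1.59 ± 0.16).

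Genes of the mdDA program were lower in EH5. En2 was lower by the most among them (-3.15 ± 0.20, 4.4e-08), with 1.35 ± 0.42 in EH5 against 4.50 ± 0.19 at E14.5. En1 (-2.46 ± 0.35, 8.8e-05), Nr4a2 (-1.87 ± 0.20, 7.4e-06), Foxa2 (-1.43 ± 0.24, 0.00036), Pitx3 (-1.40 ± 0.22, 0.000214) and Pbx3 (-1.45 ± 0.17, 1.4e-05, with -1.24 to -0.24 by 4 other probes) were also called lower. Foxa1 was lower at -1.16 ± 0.35 (0.0142), a call lost without replicate 2 of EH5 (-0.82, 0.0689), without replicate 3 of E14.5 (0.0522) and with the authors' values (-0.51). Otx2 passed the test at less than 2-fold (-0.95 ± 0.22, 0.00326), and so did Lmx1b (0.29 ± 0.10, 0.024), while Lmx1a did not pass (-0.30 ± 0.67, 0.74). Of 20 mdDA transcription factors 8 were called lower and 0 higher (median -0.95, adjusted p = 4.8e-05, adjusted p = 0.115 with an estimated correlation). This list includes genes that the study's text names.

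Among genes of dopamine function, the dopamine transporter gene Slc6a3 (-1.66 ± 0.16, 2.6e-06), Gch1 (-2.14 ± 0.17, 3.7e-07, with -0.68 by another probe), Chrna4 (-1.98 ± 0.18, 1.4e-06, but -0.17 by another probe) and Aldh1a1 (-1.58 ± 0.22, 6.9e-05) were called lower. Th did not pass the test (-0.26 ± 0.25, 0.41, with 1.80 ± 0.18 in EH5 against 2.06 ± 0.35), nor did Slc18a2 (-0.34 ± 0.18, 0.14). Ddc did not pass either (-0.56 ± 0.42, 0.301), and its sign turned with the sample channel alone (1.45). Drd2 passed at less than 2-fold (-0.67 ± 0.19, 0.0113), and Dlk1 was at 0.75 ± 0.29 (0.0468) but at -0.03 after median centring. The dopamine synthesis, transport and mdDA neuron function list, with 1 of 23 higher and 4 lower, was not called (median -0.25, adjusted p = 0.152). Tph2 (1.72 ± 0.33) and the noradrenaline transporter gene Slc6a2 (1.42 ± 0.28) were higher, 2 of 5 tested serotonergic and noradrenergic genes (adjusted p = 0.633).

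**Figure D2:**
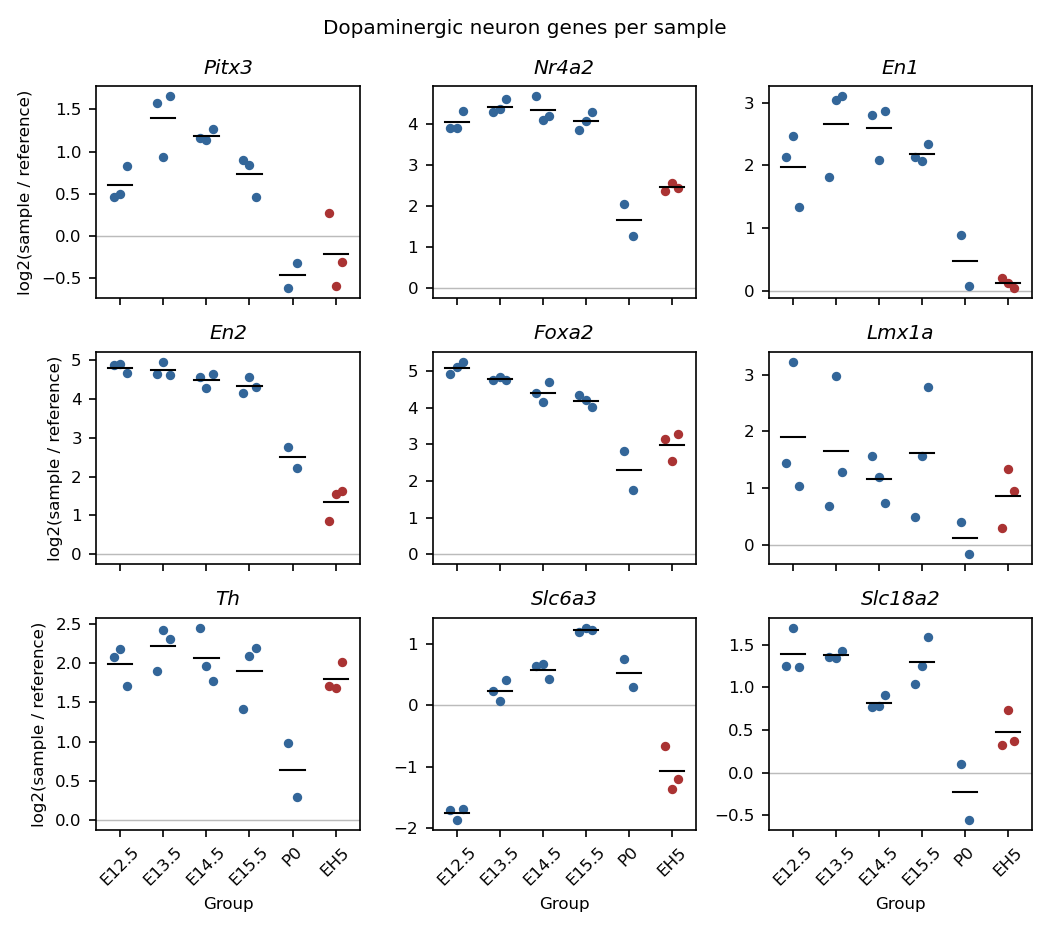
Log2 of sample over reference (vertical axis) of 9 dopaminergic neuron genes in each sample by group, primary stages in blue and EH5 in red, with lines at group means. En2, En1 and Nr4a2 lay lower in EH5 than at E14.5 (-3.15, -2.46 and -1.87), while Th and Lmx1a did not pass the test.

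Neuronal genes of several further groups were lower in EH5. The neuron differentiation list had 0 of 32 called higher and 11 lower (median -0.64, adjusted p = 8.4e-05, adjusted p = 0.00604 with an estimated correlation), among them Elavl3 (-2.29 ± 0.25, but -0.35 by another probe), Cdk5r1 (-1.93 ± 0.17), Dcx (-1.85 ± 0.43) and Myt1l (-1.77 ± 0.18). Elavl2 (-3.09 ± 0.28, 1.2e-06) and Cdh4 (-3.12 ± 0.27, 8.1e-07) were among the 10 largest falls, with -0.68 to 0.12 and -0.09 to -0.05 by their other probes. Of 35 axon guidance genes 10 were called lower and 1 higher (median -0.49, adjusted p = 0.000565, adjusted p = 0.00983 with an estimated correlation), with Wnt5a at -2.81 ± 0.16, Plxna4 at -2.36 ± 0.16 (0.03 by another probe), Ephb1 at -1.73 ± 0.13 and Cxcl12 higher at 2.58 ± 0.39. The GABAergic list had 6 of 13 lower and 0 higher (median -0.86, adjusted p = 4.8e-05, adjusted p = 0.0333 with an estimated correlation), with Slc32a1 at -3.81 ± 0.28, Dlx2 at -2.86 ± 0.36 and Gad2 at -1.82 ± 0.25 (0.20 by another probe). Ion channel genes were 4 lower and 1 higher of 32 (median -0.21, adjusted p = 0.00115, adjusted p = 0.0149 with an estimated correlation). Gria1 was lower by its brightest probe (-2.19 ± 0.14) and at 0.46 by another. In the synapse list 5 of 28 were lower and 2 higher (median -0.41, adjusted p = 0.0119, adjusted p = 0.246 with an estimated correlation), with Syt4 at -2.13 ± 0.26, Bsn at -1.52 ± 0.14 (-0.16 by another probe) and Chgb higher at 2.81 ± 0.26.

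Other large falls were in Pitx1 (-3.78 ± 0.28, 1.9e-07), Tcf7l2 (-3.45 ± 0.32, with -2.58 to 0.11 by 6 other probes), Zbtb12 (-3.04 ± 0.18) and Lhx2 (adjusted p = 4.2e-09). The globin genes Hbb-b1 (-3.80 ± 0.30, with -2.58 to -0.44 by 2 other probes) and Hbb-b2 (-3.18 ± 0.46), nearly identical in sequence, fell with Hba-a1 (-1.38 ± 0.15), and the erythroid list was called lower (2 of 9 lower, 0 higher, median -0.51, adjusted p = 0.00814, adjusted p = 0.12 with an estimated correlation). By its brightest probe Xist was not above background in EH5 and was at least 23.5-fold lower, with -2.32 to -0.31 by its 3 other probes. Of the 3 sex chromosome genes 1 was called lower, 2 when adjusted over the list alone (adjusted p of the list 0.152). In every other list the counts adjusted over the list alone were the same as those over all genes. Hoxb3 (2.07 ± 0.45, above background on 1 of 6 E14.5 arrays) and Dppa5a (1.85 ± 0.24) were higher, Nanog (0.04 ± 0.09, 0.723) and Zfp42 (0.15 ± 0.09, 0.193) did not pass, and Pou5f1 passed at 0.26 ± 0.09 (0.0298), near 0 with the sample channel alone. Nr0b1 did not pass (-0.02 ± 0.20, 0.947) and had the other sign with the authors' values (0.54). Tet1 (-0.08 ± 0.06, 0.295), Tet3 (-0.26 ± 0.11, 0.0627) and Sox9 (0.20 ± 0.31, 0.621) did not pass.

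The remaining lists were not called in this comparison. Glutamatergic and cholinergic genes had 1 of 13 higher and 3 lower (adjusted p = 0.155), among the latter Isl1 (-2.15 ± 0.31) and Lhx9 (-2.01 ± 0.21). Neural progenitor, radial glia and floor plate genes had 4 of 20 higher and 2 lower (0.864), with Nes at 1.72 ± 0.19, Hes5 at -1.47 ± 0.26 and Vim at 2.49 ± 0.22 by its brightest probe but at -0.36 by another. Regional patterning genes had 3 of 18 higher and 2 lower (0.97), a list whose median and mean were above 0 while its test statistic was below, and DNA methylation and demethylation genes 3 of 16 higher and 1 lower (0.647). Immediate early and stress genes had 4 of 18 higher and 0 lower (0.152), interferon response genes 2 of 11 higher and 0 lower (0.152). Pluripotency genes had 1 of 17 higher and 0 lower (0.633), lens genes 1 of 14 higher and 0 lower (0.326). Oligodendrocyte genes had 1 of 9 higher and 0 lower (0.647), endothelium and pericyte genes 0 of 13 higher and 1 lower (0.924). Cholesterol synthesis genes had 0 of 15 called either way (0.924).

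In total 2105 genes were called between EH5 and E14.5, 1370 higher and 735 lower, and 7607 passed by adjusted p alone. Over all tested genes the groups did not overlap in 61.2 percent, where 10 percent would be so by chance. Of 1038 called genes with other tested probes, 232 had another probe called in the same direction. Of the calls 65.1 percent were higher, 29.9 percent after median centring, which moved the median of all genes to -0.18, 51 percent where signal above background was asked of every sample and 53.3 percent with the sample channel alone. The balance of rises over falls therefore depends on scaling. Of the 28 lists 14 were called, 6 of them also with an estimated correlation.

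**Figure D3:**
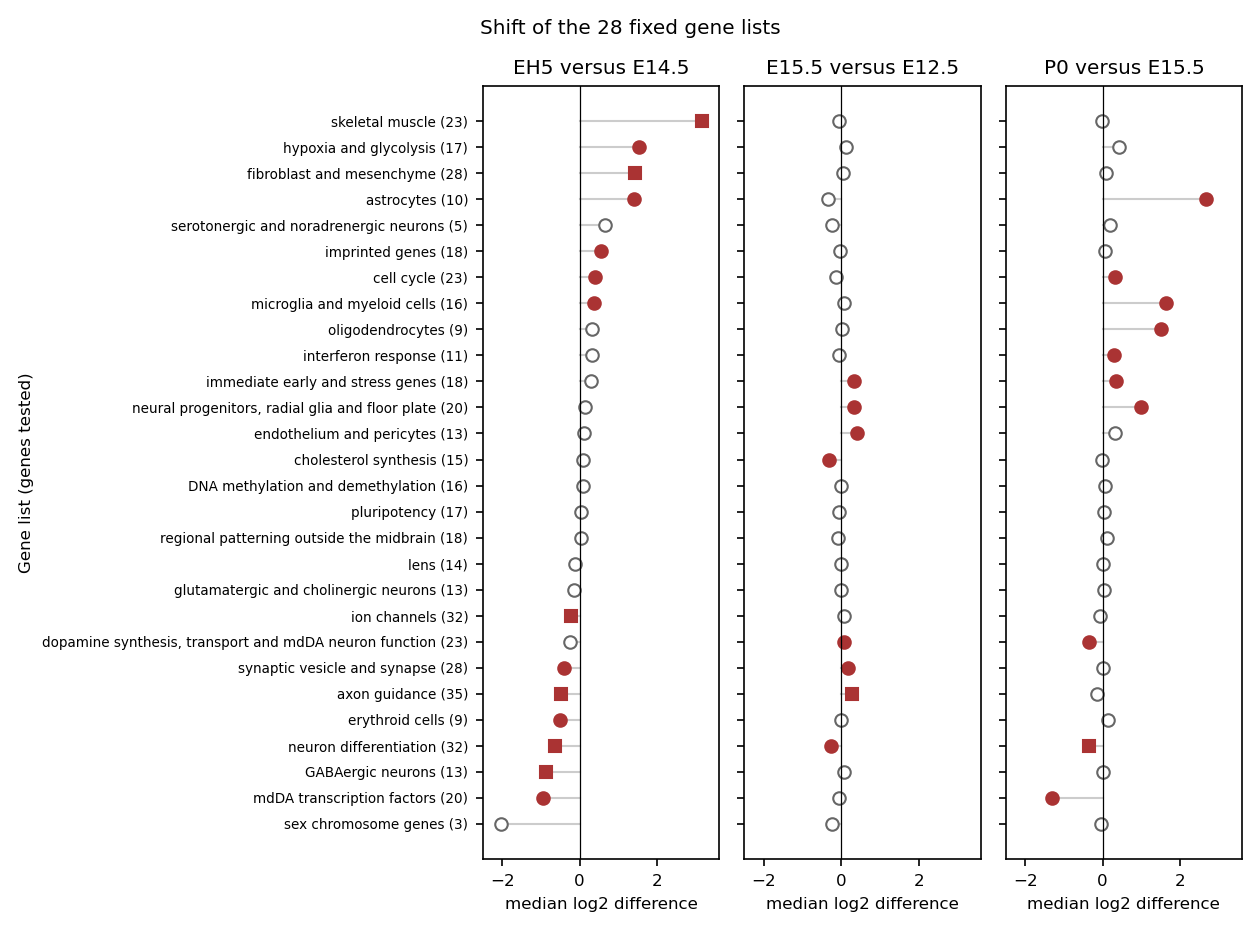
Median log2 difference (horizontal axis) of the genes of each of 28 lists in 3 comparisons, filled where the list was called (camera adjusted p under 0.05) and square where an estimated correlation kept the call. Skeletal muscle stood highest in EH5 (3.15) and astrocytes at P0 (2.68), while median centring turned the sign of imprinted genes in EH5 versus E14.5, of neuron differentiation, skeletal muscle and cholesterol synthesis in E15.5 versus E12.5 and of cell cycle in P0 versus E15.5, and a filter on every sample turned microglia in EH5 versus E14.5 and erythroid cells in E15.5 versus E12.5.

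The muscle and fibroblast groups also stood higher in EH5 against every other stage. Skeletal muscle genes were 17 of 23 higher and 0 lower against E12.5 (adjusted p = 1.6e-20), E13.5 (2.2e-17), E15.5 (1.3e-19) and P0 (8.2e-25), and all of these calls held with an estimated correlation (highest adjusted p = 0.00067). Fibroblast genes were 18 of 28 higher and 0 lower against E12.5 (5.1e-10, adjusted p = 0.0278 with an estimated correlation) and 19 higher and 0 lower against E13.5 (1.3e-08, adjusted p = 0.0359 with an estimated correlation). Against E15.5 they were 16 higher and 1 lower (6.5e-07, adjusted p = 0.0682 with an estimated correlation) and against P0 15 higher and 2 lower (5.8e-08, adjusted p = 0.0808 with an estimated correlation). Hypoxia and glycolysis genes were 12 of 17 higher and 0 lower against E12.5 (3.7e-06, adjusted p = 0.0904 with an estimated correlation).

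Differences of mdDA genes depended on the stage and the gene. En2 was lower at -3.46 (E12.5, 1.8e-08) and -3.40 (E13.5, 2.1e-08) and also against E15.5 (9.0e-08). Nr4a2 was lower at -1.58 (E12.5, 4.3e-05), -1.97 (E13.5, 4.6e-06) and -1.62 (E15.5, 3.2e-05). Against P0, Nr4a2 stood at 0.79 (0.0175, under 2-fold), Pitx3 at 0.26 (0.487) and En1 at -0.36 (0.545), and En2 was lower at -1.15 (0.00141), a call lost without replicate 2 of EH5 (-0.91) and without replicate 1 of P0 (-0.88). Pitx3 was called lower against E13.5 (-1.60, 6.9e-05), while -0.81 against E12.5 and -0.94 against E15.5 were under 2-fold. Without replicate 2 of EH5, Pitx3 was called lower against E12.5 (-1.05, 0.00216) and E15.5 (-1.19, 0.000878). It was also called lower against E15.5 without replicate 3 of E15.5 (-1.08, 0.00399). Slc6a3 stood at 0.68 against E12.5 (0.00476, under 2-fold) and was lower against E13.5 (-1.32, 2.2e-05), E15.5 (-2.31, 1.4e-07) and P0 (-1.61, 1.4e-05). Th did not pass against any embryonic stage (-0.19 at E12.5, -0.41 at E13.5, -0.09 at E15.5) and was higher than at P0 (1.16, 0.00548), a call lost without replicate 2 of P0 (0.82, 0.104). The mdDA transcription factors were 11 of 20 lower against E12.5 (median -1.06, adjusted p = 1.1e-06, adjusted p = 0.0664 with an estimated correlation), 12 against E13.5 (1.9e-06, adjusted p = 0.0709 with an estimated correlation) and 7 against E15.5 (2.7e-05, adjusted p = 0.089 with an estimated correlation), each with 0 higher. Against P0 they were 2 higher and 2 lower (median 0.06, adjusted p = 0.814).

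Neuron differentiation genes were lower against E12.5 (0 of 32 higher and 14 lower, 1.0e-09, adjusted p = 0.000194 with an estimated correlation), E13.5 (0 and 13, 7.4e-06, adjusted p = 0.00229 with an estimated correlation) and E15.5 (0 and 9, 0.00011, adjusted p = 0.00443 with an estimated correlation). Against P0 the list was not called (1 higher and 4 lower, median -0.16, adjusted p = 0.288). Axon guidance genes were 1 of 35 higher against each stage, with 7 lower at E12.5, 10 at E13.5, 11 at E15.5 and 9 at P0. Ion channel genes were 0 of 32 higher and 5 lower against E12.5, 1 and 5 against E13.5, 1 and 7 against E15.5 and 0 and 6 against P0. These 2 lists kept their calls with an estimated correlation against all embryonic stages, but not against P0 (adjusted p = 0.0808 and 0.122 with an estimated correlation). The dopamine function list was called lower against E15.5 (1 of 23 higher and 4 lower, 5 lower over the list alone, adjusted p = 0.0177, adjusted p = 0.259 with an estimated correlation). The GABAergic list was called lower against each of these stages, but never with an estimated correlation. Its adjusted p was then 0.0664 (E12.5), 0.096 (E13.5), 0.089 (E15.5) and 0.107 (P0).

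Against P0 the glial groups stood lower in EH5. Ptprz1 (-6.70, 1.2e-10), Fabp7 (-5.34, 7.0e-07), Olig1 (-5.15, 5.8e-07), Aldh1a1 (-4.59 ± 0.25, 1.0e-08) and C1qc (-3.87, 8.6e-06) were lower, while Nhlh1 (2.98, 7.1e-05), Igf2 (3.71, 1.9e-06) and Chgb (3.58, 7.1e-07) were higher. Microglia and myeloid genes were 0 of 16 higher and 9 lower, 10 over the list alone (1.7e-08, adjusted p = 0.139 with an estimated correlation), progenitor genes 2 of 20 higher and 9 lower (7.4e-05, adjusted p = 0.107 with an estimated correlation) and oligodendrocyte genes 0 of 9 higher and 5 lower (9.1e-05, adjusted p = 0.176 with an estimated correlation). Astrocyte genes were 0 of 10 higher and 4 lower (0.00736, adjusted p = 0.446 with an estimated correlation), endothelial genes 0 of 13 higher and 5 lower (0.000432, adjusted p = 0.219 with an estimated correlation).

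Between EH5 and the other stages 1605 genes were called at E12.5 (1024 higher, 581 lower), 2098 at E13.5 (1384 and 714), 1764 at E15.5 (1023 and 741) and 1633 at P0 (744 and 889). By adjusted p alone these were 5927, 7596, 6730 and 5053. Over all tested genes the groups did not overlap in 51.9, 57.6, 53 and 63.1 percent, against chance shares of 10 percent (3 and 3 samples) and 20 percent (3 and 2). The share of higher calls was 63.8 percent at E12.5 (50.5 percent with signal asked of every sample), 66 percent at E13.5 (49.3 percent after median centring, 52.1 percent with signal asked of every sample, 54.9 percent with the sample channel alone), 58 percent at E15.5 (41.4 percent after median centring, 44.4 percent with signal asked of every sample) and 45.6 percent at P0 (73.9 percent after median centring, where the median of all genes was 0.15). Lists called were 11, 14, 13 and 14 of 28, of which 5, 5, 4 and 1 stayed with an estimated correlation.

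Within the primary neurons, genes rising from E12.5 to E15.5 included Aldh1a1, the dopamine transporter gene Slc6a3 and single globin and glial genes. Aldh1a1 rose by 3.95 ± 0.22 (n = 3 and 3, adjusted p = 2.2e-07) and Slc6a3 by 3.00 ± 0.16 (1.9e-07), from -1.76 ± 0.10 to 1.24 ± 0.03. Hbb-b1 (3.82 ± 0.30) and Hbb-b2 (3.79 ± 0.46), whose erythroid list was not called (2 of 9 higher, adjusted p = 0.273), Mal2 (3.21 ± 0.34, above background on 3 of 6 E12.5 arrays), Kcnip4 (3.09 ± 0.21, but 0.18 to 0.28 by 2 other probes), Nfib (3.08 ± 0.13, with 0.01 to 2.73 by 3 other probes), Plppr4 (3.03 ± 0.16), the glial glutamate transporter gene Slc1a3 (3.00 ± 0.25, but 0.33 by another probe) and Nid1 (2.80 ± 0.34) were the other large rises. Falls were smaller, with Uncx at -2.13 ± 0.23 (another probe -0.09), Nefm at -2.11 ± 0.32, Pou3f1 at -2.10 ± 0.28, Brca1 at -1.99 ± 0.27, Slc22a7 at -1.94 ± 0.16, Robo3 at -1.86 ± 0.20, Pdzrn3 at -1.82 ± 0.17, Kdm7a at -1.74 ± 0.13 (another probe 0.00) and Cnpy1 at -1.65 ± 0.23. Fam199x (-1.88, 0.0155) lost its call without replicate 1 of E12.5 (0.0623) and without replicate 1 of E15.5 (0.0636). Th (-0.09 ± 0.25, 0.899), Pitx3 (0.13 ± 0.22, 0.82) and Nr4a2 (0.04 ± 0.20, 0.95) did not pass the test. Foxa2 passed at less than 2-fold (-0.91 ± 0.24, 0.0355), as did Tet3 (0.60 ± 0.11, 0.00334).

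Several lists were called higher on few genes. Fabp7 (2.52 ± 0.39) and Ptprz1 (2.32 ± 0.21, but 0.05 to 0.56 by 2 other probes) rose, and the progenitor list had 4 of 20 higher and 0 lower (median 0.33, adjusted p = 0.00144, adjusted p = 0.284 with an estimated correlation). Olig1 rose (2.32 ± 0.37), but the oligodendrocyte list (1 of 9 higher, 0 lower, adjusted p = 0.607) and the astrocyte list (1 of 10 higher, 0 lower, 0.645) were not called. Ramp2 rose (1.36 ± 0.28) in the endothelium and pericyte list, with 2 of 13 higher and 0 lower, 3 over the list alone (median 0.40, adjusted p = 0.00144, adjusted p = 0.433 with an estimated correlation). Fos rose (1.62 ± 0.19) in the immediate early list, 2 of 18 higher and 0 lower (median 0.34, adjusted p = 0.000382, adjusted p = 0.284 with an estimated correlation). Rgma rose (1.21 ± 0.24) among axon guidance genes, 2 of 35 higher and 1 lower, 4 and 1 over the list alone (median 0.28, adjusted p = 0.00258, adjusted p = 0.0474 with an estimated correlation). Synpr (1.70 ± 0.18) and Nlgn1 (adjusted p = 7.5e-05) rose in the synapse list, 3 of 28 higher and 0 lower, 4 over the list alone (median 0.17, adjusted p = 0.0262, adjusted p = 0.433 with an estimated correlation), a call lost without replicate 2 of E12.5 (0.15) and without replicate 3 of E15.5 (0.141). The dopamine function list had 5 of 23 higher and 0 lower, 5 and 1 over the list alone, with Calb1 at 1.65 ± 0.25 (median 0.07, adjusted p = 0.0281, adjusted p = 0.433 with an estimated correlation). Its call was lost without replicate 2 of E12.5 (0.0618) and without replicate 3 of E15.5 (0.158).

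Neuron differentiation genes as a list were called lower, with 1 of 32 higher and 2 lower (median -0.26, but 0.12 after median centring, adjusted p = 0.00883, adjusted p = 0.0631 with an estimated correlation), although Myt1l rose by 1.38 ± 0.18 (0.09 to 1.04 by 4 other probes). Cholesterol synthesis genes were called lower with 0 of 15 genes called singly (median -0.31, but 0.03 after median centring, adjusted p = 0.00877, adjusted p = 0.433 with an estimated correlation). Gad2 (1.59 ± 0.25), Neurod6 (2.04 ± 0.12, above background on 3 of 6 E12.5 arrays), Kcnd2 (1.66 ± 0.16, -0.06 to 0.20 by 5 other probes), Gria1 (1.49 ± 0.14, -0.28 by another), Igf2 (2.65 ± 0.30) and Pdgfrb (1.97 ± 0.36, also 3 of 6) rose and Postn fell (-1.38 ± 0.20, but -0.14 by another probe), in lists that were not called. The mdDA transcription factors were 0 of 20 called either way (adjusted p = 0.298), as were skeletal muscle genes (0 of 23, 0.198). In total 340 genes were called, 289 higher and 51 lower, and 1232 passed by adjusted p alone. Over all tested genes the groups did not overlap in 21.1 percent, against 10 percent by chance. Of 175 called genes with other tested probes, 24 had another probe called in the same direction. Of the calls 85 percent were higher, 96 percent after median centring, where the median of all genes was 0.11. Of 28 lists 8 were called, 1 of them also with an estimated correlation.

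At P0, glial genes were far higher than at E15.5. Pdgfra rose by 4.50 ± 0.44 (n = 2 and 3, adjusted p = 1.6e-05, but -0.29 by another probe), Slc4a4 by 4.20 ± 0.44 (-0.04 to 3.51 by 2 others), Ptprz1 by 3.79 ± 0.24 (6.0e-07, with 0.27 to 2.02 by 2 other probes), Cyp2j9 by 3.77 ± 0.43, Apoe by 3.72 ± 0.23 (6.0e-07), Olig1 by 3.69 ± 0.41, Ctss by 3.65 ± 0.37, Cldn10 by 3.63 ± 0.34, Gja1 by 3.55 ± 0.57 and Sparcl1 by 3.51 ± 0.65. Microglia and myeloid genes were 12 of 16 higher and 0 lower (median 1.64, adjusted p = 4.7e-13, adjusted p = 0.124 with an estimated correlation), with P2ry12 at 3.46 ± 0.29, C1qc at 2.94 ± 0.41, Itgam at 2.37 ± 0.38 and Trem2 at 2.33 ± 0.29. Astrocyte genes were 8 of 10 higher and 0 lower (median 2.68, adjusted p = 8.7e-07, adjusted p = 0.238 with an estimated correlation), with Aqp4 at 3.45 ± 0.48 (0.24 by another probe), Gfap at 3.33 ± 0.62 (above background on 1 of 6 E15.5 arrays, with -0.02 to 0.59 by 2 others) and Agt at 3.32 ± 0.37. Oligodendrocyte genes were 5 of 9 higher and 0 lower (median 1.51, adjusted p = 1.1e-05, adjusted p = 0.238 with an estimated correlation), with Gpr17 at 3.45 ± 0.39 (0.03 by another probe), Olig2 at 2.38 ± 0.31 and Cnp at 1.71 ± 0.24. Progenitor genes were 10 of 20 higher and 0 lower (median 0.99, adjusted p = 1.1e-05, adjusted p = 0.124 with an estimated correlation), with Slc1a3 at 2.84 ± 0.28, Sox9 at 2.27 ± 0.35 (-0.12 to 1.69 by 2 others) and Fabp7 at 2.43 ± 0.43.

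Transcription factor genes of mdDA neurons were lower in the P0 samples than at E15.5. Glial genes were higher in the same samples. Whether a lower share of dopaminergic neurons gave these falls was not tested. The falls were -2.41 ± 0.23 in Nr4a2 (1.4e-05), -2.13 ± 0.39 in Foxa1 (0.00153), -1.90 ± 0.27 in Foxa2 (0.000264) and -1.84 ± 0.22 in En2 (7.6e-05), and the list had 0 of 20 higher and 10 lower (median -1.30, adjusted p = 9.8e-07, adjusted p = 0.124 with an estimated correlation). Pitx3 was lower at -1.20 ± 0.25 (0.00383), a call lost without replicate 1 of P0 (0.0514), and so were En1 at -1.70 (0.00761, above background on 2 of 4 P0 arrays), lost without replicate 2 of P0 (-1.29, 0.122), and Th at -1.26 ± 0.27 (0.00526), lost without the same sample (-0.91, 0.103). Slc18a2 (-1.52 ± 0.20, 0.00016), Gch1 (-2.31 ± 0.19, 5.1e-06, with -0.68 by another probe) and Cck (-1.71 ± 0.28, but -0.21 by another) fell. Otx2 (-0.89 ± 0.25, 0.0211) and Slc6a3 (-0.71 ± 0.18, 0.0133) passed at less than 2-fold, and Ddc did not pass (-1.41 ± 0.47, 0.0505). Without replicate 1 of E15.5, Ddc (-1.78, 0.0198) and Otx2 (-1.08, 0.00826) were called lower. Ddc was also called lower without the weak arrays (0.0485). The dopamine function list had 2 of 23 higher and 5 lower, 2 and 6 over the list alone (median -0.34, adjusted p = 0.0164, adjusted p = 0.303 with an estimated correlation), a call lost without replicate 3 of E15.5 (0.0621) and without replicate 2 of P0 (0.0949). Nhlh1 (-3.73 ± 0.40, 3.3e-05), Dmrta2 (-2.79 ± 0.30), Ebf3 (-2.69 ± 0.29, but -0.30 by another probe), H2bu2 (-2.59 ± 0.29), Klhl1 (-2.52 ± 0.23), Prdm8 (-2.32 ± 0.16), Avpr1a (-2.25 ± 0.44) and Igfbpl1 (-2.23 ± 0.41) were the other largest falls. Neuron differentiation genes were 0 of 32 higher and 5 lower (median -0.36, adjusted p = 0.000189, adjusted p = 0.0183 with an estimated correlation), with Neurod1 at -1.41 ± 0.29.

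Among genes outside these groups, Egr1 (1.82 ± 0.25), Fos (1.31 ± 0.21) and Rsad2 (1.73 ± 0.26, above background on 3 of 6 E15.5 arrays, but 0.01 by another probe) rose and Cdkn1c fell (-1.34 ± 0.16), as did Cxcr4 (-2.18 ± 0.47, but 0.01 by another probe) and Nrp2 (-1.49 ± 0.25). Immediate early genes had 3 of 18 higher and 0 lower (median 0.35, adjusted p = 0.0446, adjusted p = 0.525 with an estimated correlation), a call lost without replicate 2 (0.059) or 3 (0.192) of E15.5 or replicate 2 of P0 (0.111). Interferon genes had 2 of 11 higher and 0 lower, 3 over the list alone (adjusted p = 0.0356, adjusted p = 0.238 with an estimated correlation), lost without replicate 3 of E15.5 (0.0784) or replicate 1 of P0 (0.0662). Cell cycle genes had 2 of 23 higher and 0 lower, 1 over the list alone (median 0.31, but -0.16 after median centring, adjusted p = 0.0278, adjusted p = 0.569 with an estimated correlation), lost without replicate 2 (0.0625) or 3 (0.126) of E15.5 or replicate 2 of P0 (0.0518). Endothelium and pericyte genes, with 1 of 13 higher and 0 lower, were not called (median 0.31, camera adjusted p = 0.0579, adjusted p = 0.655 with an estimated correlation). The list was called higher without replicate 1 of E15.5 (median 0.55, 0.00438) and without the weak arrays (0.048). Without replicate 1 of P0 its median was 0.49. In total 1000 genes were called, 723 higher and 277 lower, and 3224 passed by adjusted p alone. Over all tested genes the groups did not overlap in 48.4 percent, against 20 percent by chance. Of 492 called genes with other tested probes, 104 had another probe called in the same direction. Of the calls 72.3 percent were higher, 24.7 percent after median centring, where the median of all genes was -0.25, 58.5 percent with signal asked of every sample and 56.9 percent with the sample channel alone. Of 28 lists 10 were called, 1 of them also with an estimated correlation. With only 2 samples at P0, leaving 1 out left a single sample assumed to vary like the other groups.

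The differences of EH5 from E14.5 and of P0 from E15.5, which share no samples, ran partly in the same direction. Each set a group with an array series of its own against the shared embryonic series, so a series effect could enter both differences alike. Their correlation across 16453 genes was 0.518 (SD 0.0312 over EH5 replicates). Higher in both were 354 genes, where independent lists would share 60.2, and lower in both 137, where they would share 12.4. Genes higher in EH5 and lower at P0 numbered 5 (23.1 for independent lists), and genes lower in EH5 and higher at P0 numbered 17 (32.3). Both comparisons took the spread of each gene from the same fit. Their lists were thus not independent, and the counts for independent lists are no test. The genes higher in both included Gja1, Gfap, Agt and Egr1, and those lower in both included Nr4a2, En2, Foxa2, Gch1 and Wnt5a. Genes of opposite direction included Kcnd2, which was lower in EH5 (-1.86 ± 0.16) by its brightest probe, with -0.26 to 0.46 by its 5 other probes, and higher at P0 (2.03 ± 0.18), and Gria1 (-2.19 and 1.13).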

Values the study reported

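The study reports correlations of r = 0.92–0.98 between the embryonic stages of primary mdDA neurons. For iPSC-derived neurons it gives a highest r of 0.66, reached at E14.5, and an r of 0.55 at P0. For genes of ion channels it gives r = 0.82 at E12.5. For its own set of neuron differentiation genes, picked among hypermethylated genes, it gives an r at P0 below that over all genes. The lists used here were not taken from its gene sets, so r within a list cannot be set beside its values.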

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

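The tests of muscle lineage, stromal cells, co-sorted cells, neuron share, dilution and the change from E15.5 to P0 were chosen after the results were seen. The reference channel tests and the splits were written before. For the reference channel, an array effect was to be excluded below 10 percent of the sample channel median and supported above 50 percent of it. The glial value lies between these limits, and the muscle value lies below the lower limit by less than its spread. A reading of both as evidence against an array effect on both channels, because they lie below the upper limit by more than 2 SD, was chosen after the values were seen. That reading is not relied on below, since such an effect would cancel in the log ratio.

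A signal appeared in data that the comparisons leave out. Among 4704 tested probes without a single gene symbol, 449 were called between EH5 and E14.5, 283 higher and 166 lower, or 9.55 percent against 12.8 percent of named genes. The other comparisons with EH5 called 274 (E12.5), 436 (E13.5), 403 (E15.5) and 383 (P0) of them, E15.5 against E12.5 called 51 and P0 against E15.5 called 109. No group held enough samples for a rule on single outlying samples.

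Skeletal muscle genes stood higher in EH5 than at E14.5. The reference RNA moved by only 0.292 on the same 23 genes (0.251 to 0.454 over samples, SD 0.102). The sample channel moved by 3.32, so the rise in the ratio lay in the sample channel. An effect of array or scan alike on both channels would cancel in the ratio. The reference values therefore cannot test it as a cause. An effect of the series on the sample RNA alone cannot be told apart from the group. Stromal or fibroblast cells in the sorted EH5 fraction stay open. The fibroblast list lay -1.73 from the muscle list (-1.99 to -1.43 over EH5 samples) but rose as well, and the levels of the 2 lists at E14.5 were not compared. The study's text describes differentiation of the iPSCs on stromal feeder cells. Cells of the muscle lineage stay open too, and the share of muscle genes at least 2-fold higher than in every primary stage, 73.9 percent (17 of 23), only restates the rise. The muscle genes without such a rise were Des, Myod1, Myf6, Chrng, Ckm and Pax7. Muscle gene expression within the iPSC-derived neurons was not tested.

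Microglial, astrocyte and oligodendrocyte genes stood higher at P0 than at E15.5. The reference RNA moved by -0.209 on the same 35 genes (-0.226 to -0.197, SD 0.0201), opposite to the 1.63 of the sample channel. The rise in the ratio thus lay mostly in the sample channel. An effect of array or scan alike on both channels would cancel in the ratio and cannot be tested this way. One on the sample RNA alone cannot be told apart from the group. A lower share of dopaminergic neurons with every other cell type alike stays open. Endothelial and erythroid genes (median 0.186, 22 genes) lay -1.45 from microglial genes (1.64), with -1.68 to -1.17 over the P0 samples. The levels of these lists at E15.5 were not compared, so the smaller rise cannot exclude it. Cells of these types in the sorted P0 fraction stay open. The share of microglial genes higher in both P0 samples than in every E15.5 sample, 93.8 percent (15 of 16), only restates the rise and cannot show its source.

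Transcription factors of mdDA neurons stood lower in EH5 than at E14.5. The reference RNA moved by 0.0478 on the same 20 genes (-0.0219 to 0.0485, SD 0.0356) against -0.957 in the sample channel. The fall in the ratio thus lay in the sample channel. An effect of array or scan alike on both channels would cancel in the ratio and cannot be tested this way. One on the sample RNA alone cannot be told apart from the group. The tables argue against a lower share of dopaminergic neurons as the whole cause, since 58.1 percent of the mdDA transcription factors and dopamine genes (25 of 43) lay more than 2 SE from their common median of -0.41. The same change as from E15.5 to P0 stays open, with r = 0.53 across the 20 genes (0.462 to 0.65 with a gene left out) and 8 genes lower in both. Culture conditions and the identity of the cells were not tested.

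Splitting the same 6 samples in other ways gave no called gene by limma in any comparison of 3 and 3 samples. Every other split mixes the 2 groups, so their difference adds to the spread and few calls could arise. The lack of calls there is therefore no background rate. The true grouping, 1 of 10 splits, called 2105 (EH5 and E14.5), 1605 (E12.5), 2098 (E13.5), 1764 (E15.5) and 340 genes (E15.5 and E12.5), and the highest other split called 0 in each. By unadjusted p and 2-fold change the highest other splits gave 53, 66, 176, 163 and 89 genes in the same order, against 2119, 1620, 2103, 1772 and 372. With 10 splits the share cannot fall under 0.05.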

How the results depend on the processing

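Dim control spots as background or filter, leaving out weak arrays and the correlation over every tested probe were chosen after seeing the data. Print-tip loess was not run, and scaling between arrays by Aquantile leaves log ratios unchanged by construction. Among values with an adjusted p under 0.05 in the main or the changed setting, directions held except as follows. The cause was not tested unless stated. Single other probes of a gene were not part of this check, and those named above could have the opposite sign. Nr0b1 turned to 0.54 against both E14.5 and E15.5 with the authors' values, to 0.64 and 0.64 without background correction and to 0.74 and 0.74 with dim control spots as background. Median centring turned Dlk1 (-0.0307) and Msmo1 (-0.36) in EH5 against E14.5, imprinted genes there (-0.0424), cell cycle genes at P0 (-0.164), and neuron differentiation (0.116), skeletal muscle (0.0275) and cholesterol genes (0.0342) between E15.5 and E12.5. Asking for signal in every sample turned microglial genes in EH5 against E14.5 (-0.00585) and erythroid genes between E15.5 and E12.5 (0.396), and fewer genes were tested there. With the sample channel alone Ddc turned against E14.5 (1.45) and E12.5 (0.32), as did Msmo1 (-0.16) and Pou5f1 (-0.003115) against E14.5.

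The correlation of EH5 against E14.5 with P0 against E15.5 moved to 0.444 with the authors' values, 0.448 without background correction and 0.439 with dim control spots as background. Median centring moved it to 0.629 and the profile r to 0.721 (E12.5), 0.596 (E14.5) and 0.649 (P0). Asking for signal in every sample gave 1399 called genes (EH5 and E14.5), 1387 (EH5 and E13.5) and 641 (P0 and E15.5), 5 lists at P0, profile r of 0.745 (E12.5), 0.701 (E13.5), 0.705 (E14.5), 0.709 (E15.5) and 0.634 (P0) and a shared r of 0.481. The mean of probes gave 216 genes between E15.5 and E12.5 and r of 0.6597 (E12.5), 0.611 (E13.5), 0.629 (E15.5) and 0.5695 (P0). The sample channel alone gave r of 0.909, 0.893, 0.8915, 0.9045 and 0.901 from E12.5 to P0 and a shared r of 0.471. A fit of only 2 groups, with fewer samples to estimate the spread, gave 223 genes between E15.5 and E12.5. Every tested probe gave r of 0.663 (E12.5), 0.6097 (E13.5), 0.62 (E15.5) and 0.554 (P0). Without the 2-fold limit 7607, 5927, 7596, 6730 and 5053 genes passed for EH5 against E14.5, E12.5, E13.5, E15.5 and P0, 1232 for E15.5 against E12.5 and 3224 for P0 against E15.5.

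Leaving out 1 sample gave 1872 to 2391 genes (EH5 and E14.5), 1467 to 1820 (E12.5), 1852 to 2289 (E13.5), 1742 to 1913 (E15.5), 1445 to 1669 (P0), 287 to 385 (E15.5 and E12.5) and 809 to 1062 (P0 and E15.5), a lone P0 sample being assumed to vary like the other groups. Profile r then ran from 0.679 to 0.691 (E12.5), 0.622 to 0.651 (E13.5), 0.626 to 0.656 (E14.5), 0.640 to 0.656 (E15.5) and 0.572 to 0.584 (P0), the shared r from 0.48 to 0.528. Lists called ran from 12 to 14 (EH5 and E14.5), 6 to 9 (E15.5 and E12.5) and 6 to 11 (P0 and E15.5). All other totals of called genes stayed within 1.5 times the reported ones. Their split moved further with median centring, with lower genes going from 735 to 1908 (EH5 and E14.5), 581 to 353 (EH5 and E12.5), 889 to 327 (EH5 and P0), 51 to 14 (E15.5 and E12.5) and 277 to 797 (P0 and E15.5). Higher genes there went from 1370 to 814 (EH5 and E14.5) and 723 to 261 (P0 and E15.5). Among other shifts, the mean of probes took lower genes from 735 to 429 (EH5 and E14.5) and 277 to 154 (P0 and E15.5). Asking for signal in every sample took higher genes from 1370 to 713 (EH5 and E14.5) and 1023 to 525 (EH5 and E15.5). Of 515 values of named genes, calls were lost in 24, gained in 11 and the sign reversed in 2 with the authors' values, lost in 51, gained in 9 and reversed in 2 with median centring, lost in 49, gained in 0 and reversed in 0 with the mean of probes, and lost in 26, gained in 15 and reversed in 4 with the sample channel alone. Equal replicate numbers did not mark pairs (median r of 26 same-number pairs -0.048, from -0.501 to 0.667), and a replicate block gave 318 called genes between E15.5 and E12.5 and 943 between P0 and E15.5. Signal limits the weak arrays, both of replicate 3 of E12.5 (41.5 and 42.8 percent of probes above background in the sample channel) and the Cy5 array of replicate 2 of E14.5 (40.9 percent in the reference channel), and leaving them out gave 2226 genes between EH5 and E14.5. The EH5 arrays had dim control spots of 86.4 to 112 in Cy3, against 60.6 to 78.3 on other arrays. All EH5 arrays had medians of 58 signal and 32 background pixels per spot, against 60 to 86 and 108 to 132 elsewhere. In Cy3, 94.95 to 99.23 percent of their probes lay above background, against at most 91.61 percent on other arrays. Without the filter on dim probes 2136 genes were called between EH5 and E14.5. How the pixel numbers affect statements that a gene was not above background was not tested.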

Other observations

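The genes in this part were chosen after their values were seen. Some genes of sex chromosomes and imprinted loci set the EH5 samples apart and others did not. Xist stood at 0.01 ± 0.02 in EH5, where its brightest probe was not above background, and at 3.43 to 4.82 in the means of the primary groups. Eif2s3y stood at -1.96 ± 0.11 in EH5 and at -1.04 (E13.5) to 1.06 (P0) in the means of the primary groups, where replicate 2 of E13.5 lay lower than EH5 (-3.75). Kdm5d overlapped, with 0.14 to 0.65 over EH5 samples and group means of 0.46 to 0.73 elsewhere. Igf2 was 4.67 in EH5, -2.55 at E12.5 and E13.5, -1.60 at E14.5, 0.10 at E15.5 and 0.96 at P0. H19 was 2.29 in EH5 and -0.76 to -0.68 in the primary groups, and Cdkn1c was 4.86 in EH5 (4.66 to 4.95) against at most 4.23 in a primary sample. Meg3, Dlk1 and Peg3 overlapped between EH5 and primary samples. Meg3 was 2.39 ± 0.58 in EH5 and 1.52 (E14.5) to 2.40 (P0) in the primary groups.

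Within the embryonic stages, replicates spread along a shared axis that held 52.9 percent of the spread of 12 samples around their stage means (18.3 percent on the next axis). Replicate 3 of E15.5 (28.5), replicate 2 of E13.5 (27.3) and replicate 2 of E12.5 (21.5) lay at 1 end, replicate 1 of E15.5 (-31.4) and replicate 1 of E13.5 (-18.8) at the other. Hdac2, Lmx1a, Nrep, Cct6a and Tcp1 were higher at the first end, Eif2s3y, Leng8 and Ahnak at the second. Of 10 astrocyte genes 0 were higher at the first end, of 16 microglial genes 2, of 9 oligodendrocyte genes 1 and of 13 endothelial genes 1. Lists of other kinds leaned the same way, with 0 of 5 serotonergic and noradrenergic, 3 of 18 immediate early and 4 of 18 regional patterning genes. Erythroid genes (7 of 9) and mdDA transcription factors (13 of 20) leaned towards the first end. The share over all genes was not computed, so the axis cannot be read as glial content.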
